# Maslinic Acid Attenuates Denervation-Induced Loss of Skeletal Muscle Mass and Strength

**DOI:** 10.3390/nu13092950

**Published:** 2021-08-25

**Authors:** Yuki Yamauchi, Farhana Ferdousi, Satoshi Fukumitsu, Hiroko Isoda

**Keywords:** maslinic acid, muscle atrophy, muscle strength, denervation, olive peel

## Abstract

Maslinic acid (MA) is a pentacyclic triterpene abundant in olive peels. MA reportedly increases skeletal muscle mass and strength in older adults; however, the underlying mechanism is unknown. This study aimed to investigate the effects of MA on denervated muscle atrophy and strength and to explore the underlying molecular mechanism. Mice were fed either a control diet or a 0.27% MA diet. One week after intervention, the sciatic nerves of both legs were cut to induce muscle atrophy. Mice were examined 14 days after denervation. MA prevented the denervation-induced reduction in gastrocnemius muscle mass and skeletal muscle strength. Microarray gene expression profiling in gastrocnemius muscle demonstrated several potential mechanisms for muscle maintenance. Gene set enrichment analysis (GSEA) revealed different enriched biological processes, such as myogenesis, PI3/AKT/mTOR signaling, TNFα signaling via NF-κB, and TGF-β signaling in MA-treated mice. In addition, qPCR data showed that MA induced *Igf1* expression and suppressed the expressions of *Atrogin-1,* *Murf1* and *Tgfb*. Altogether, our results suggest the potential of MA as a new therapeutic and preventive dietary ingredient for muscular atrophy and strength.

## 1. Introduction

Skeletal muscle makes up about 40% of body weight and is crucial for maintaining an ideal quality of life and achieving superior athletic performance [1]. Skeletal muscle constitutes a highly plastic tissue that easily adapts to environmental and physiological changing conditions [2]. Muscle atrophy is caused by inactivity, sarcopenia, and various neuromuscular diseases. Sarcopenia is a condition in which muscle mass and strength decrease due to the gradual decline in skeletal muscle content with aging, which reduces overall muscle quality [3]. It is a major health problem among the elderly and increases the risk of disability, falls, fall-related injuries, hospitalization, dependence, and mortality [4].

The constituent proteins of skeletal myocytes are constantly being degraded and synthesized. Muscle atrophy is the loss of muscle mass due to the imbalance between protein degradation and synthesis [5]. Insulin-like growth factor 1 (IGF-1) induces protein synthesis in skeletal muscle and induces muscle hypertrophy through modulating PI3K/AKT/mTOR signaling. Additionally, IGF-1 prevents skeletal muscle atrophy by inhibiting the phosphorylation of forkhead box O (FOXO) downstream of AKT. Thus, two different AKT signaling pathways, with IGF-1 as a starting point, are responsible for the dynamic balance of muscle protein synthesis and degradation [6,7].

Transforming growth factor beta (TGF-β) is considered the vital factor that modulates the cross-talk between these two AKT pathways. TGF-β overexpression stimulates muscle atrophy by downregulating the phosphorylation of AKT [8]. The cellular mechanisms for muscle atrophy are indeed complex. Activation of the nuclear factor-kappa B (NF-κB) pathway and inflammatory cytokines also mediates muscle atrophy. NF-kB stimulates protein degradation by enhancing the expressions of muscle RING finger 1 (MuRF1) and muscle atrophy F-box protein 32 (Atrogin-1); both are ubiquitin ligases specific to skeletal muscle and act downstream of the FOXO family transcription factor [9].

The Mediterranean diet is known to provide a variety of health benefits; olives and their oils are considered essential ingredients in this diet [10,11,12]. The residues from olive oil extraction contain a lot of pentacyclic triterpenes, including maslinic acid (MA; 2α,3β-dihydroxyolean-12-en-28-oic acid). MA has potent anti-inflammatory effects that inhibit the action of inflammatory cytokines. It also promotes the formation of synovial membrane tissue and repairs arthritis-induced cartilage damage via the NF-κB canonical signaling pathway [13,14]. A recent clinical study showed that MA supplements improved knee muscle strength and inhibited knee joint inflammation in older women with knee osteoarthritis who participated in a whole-body vibration training program [15]. Furthermore, another clinical trial showed that the combination of resistance training and MA intake effectively increased skeletal muscle mass in the elderly [16]. However, the comprehensive molecular mechanisms underlying the preventive effects of MA on muscle atrophy have not yet been investigated.

Muscle atrophy is caused by several factors, including an imbalance between protein synthesis and breakdown, lack of physical activity, aging, and denervation. While there are several overlapping signatures in the transcriptomic responses to different atrophic stimuli, each of the stimuli, including the denervation-induced atrophy, may also display unique transcriptional signatures [17,18,19]. The present study aimed to evaluate the effects of MA on denervation-induced loss of muscle mass and strength in a mice model and examine the underlying mechanism of the beneficial effects of MA through whole-genome microarray analysis.

## 2. Materials and Methods

### 2.1. Preparation of the MA Fraction in Olive Pomace

The MA fraction in olive pomace was obtained by solvent extraction with 90% (*v/v*) ethanol for 3 h at 85 °C. Aqueous ethanol extracts were evaporated and then dissolved in chloroform. The dissolved extract was retained in a silica column (Chromatorex FL100D; Fuji Silysia Chemical Ltd., Aichi, Japan) with chloroform. Subsequently, the purified fraction (MA purity: 97.9%) was eluted with a combination of chloroform and methanol (49:1, *v/v*) solution. There is no detectable peak of other triterpenes such as ursolic acid and oleanolic acid in the purified fraction. MA was identified using the Shimadzu Nexera UHPLC system (Shimadzu Co., Kyoto, Japan) equipped with an Infinitylab poroshell 120 column (4.6 × 100 mm, 2.7 µm; Agilent Technologies Japan Ltd., Tokyo, Japan) set at 30 °C. The mobile phase consisted of acetonitrile/methanol/water/phosphoric acid (500:400:100:0.5, *v/v*/*v/v*) with a flow rate of 1 mL/min. MA was detected using a UV detector (Shimadzu) at 210 nm. MA standard reagent was purchased from Funakoshi Co., Ltd. (Tokyo, Japan).

For the mouse experimental group, we prepared the diet containing 0.27% MA. The concentration of MA intake was determined following the previous reports [20].

### 2.2. Animal Experimental Procedures

All animal experimental procedures were approved by the Ethical Committee of NIPPN Corporation (permission number: 2020-6). Seven-week-old male Slc: ICR mice (*n* = 30) were purchased from Japan SLC Inc. (Shizuoka, Japan) and acclimated under conventional conditions (room temperature at 24 °C ± 1 °C, humidity 50 ± 10%, a 12 h light-dark cycle). The mice were fed the AIN-93G diet (Funabashi Farm Ltd., Chiba, Japan) and were provided the free access to the diet and water. After acclimation for one week, the mice were randomly assigned to two groups: control group that were fed the usual diet (*n* = 15; 0, 7, 14 days, *n* = 3, 6, 6, respectively) and MA group that were fed the usual diet containing 0.27% MA (*n* = 15; 0, 7, 14 days, *n* = 3, 6, 6, respectively). After one week, the sciatic nerves of both legs were severed. Then, a 5 mm section was removed under anesthesia. During the process of disuse muscle atrophy, we continued to feed the mice the control or MA diet until the end of the experiment. Whole grip strength was tested using a grip strength meter (GPM-100; Melquest, Toyama, Japan). Mice were placed on a wire mesh to tightly grip the wire mesh using whole limbs. The tail of each mouse was pulled directly toward the tester with the same force. The test was conducted five times and the mean of the three central points was calculated. On days 0, 7, and 14 after surgery, the mice were anesthetized. The gastrocnemius, plantaris, and soleus muscles were harvested, weighed, quickly frozen in liquid nitrogen, and stored at −80 °C until needed for analyses.

### 2.3. Total RNA Extraction from Gastrocnemius Muscle

We used Isogen reagent (Nippon Gene Co., Ltd., Tokyo, Japan) to isolate the total RNA of the gastrocnemius muscle. RNA samples were then purified using the Qiagen’s RNeasy Mini Kit (Qiagen K.K., Tokyo, Japan). RNA quantity and quality were determined with NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Tokyo, Japan).

### 2.4. DNA Microarray

A whole-genome microarray analysis was conducted using the Affymetrix’s GeneAtlas^®^ System following the user manual (Affymetrix Inc., Santa Clara, CA, USA). Firstly, 100 ng of total RNA samples were prepared from the gastrocnemius muscles of both control and MA-treated mice groups (denervated). RNA quality and quantity were determined using the NanoDrop 2000 spectrophotometer (Thermo SCIENTIFIC, Wilmington, DE, USA). Then, the amplified and biotin-labeled cRNA samples (complementary RNAs) were generated from poly(A) RNAs in the total RNA samples following a reverse transcription priming method using the GeneChip 3′ IVT PLUS Reagent Kit (902415, Affymetrix Inc., Santa Clara, CA, USA). Next, the fragmented and labeled cRNA samples were prepared for hybridization using the GeneAtlas^®^ Hybridization, Wash, and Stain Kit for 3′ IVT Array Strips (901531). We used Affymetrix’s Mouse Genome 430 PM array strips (901570) in our study. The samples were placed in the array strips and were hybridized on the GeneAtlas^®^ Hybridization Station for 16 h at 45 °C. Finally, washing, staining, and scanning of the hybridized arrays were performed on the GeneAtlas^®^ Fluidics Station and the GeneAtlas^®^ Imaging Station (Affymetrix).

For raw data processing, we used Affymetrix Expression Console™ Software. The Robust Multi-array Analysis (RMA) algorithm was employed for gene-level normalization and signal summarization (http://www.affymetrix.com, accessed on 28 August 2020). Next, Transcriptome Analysis Console (TAC) software version 4 (Thermo Fisher Scientific Inc.) was used for subsequent differential expression analysis. Differentially expressed genes (DEGs) were identified as the genes with a fold change over 1.2 in linear space and a p-value less than 0.05 in one-way between-subjects Analysis of Variance (ANOVA). To determine the Hallmark gene sets, we used the Molecular Signature Database (MSigDB) of Gene Set Enrichment Analysis (GSEA) web tool (https://software.broadinstitute.org/gsea/index.jsp, accessed on 10 June 2021) [21,22]. An online data mining tool, Database for Annotation, Visualization and Integrated Discovery (DAVID) ver. 6.8 was used for gene ontology (GO) analysis to identify the significantly enriched biological processes by the DEGs [23]. Finally, heat maps were created using an online data visualization software Morpheus (https://software.broadinstitute.org/morpheus, accessed on 21 July 2021). The microarray data, including the CEL and CHP files, have been deposited to the NCBI Gene Expression Omnibus database and are available under the accession number GSE181031 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181031, accessed on 29 July 2021).

### 2.5. Real-Time RT-PCR (qRT-PCR)

Reverse transcription of purified total RNA samples (1.0 μg) was performed using the PrimeScript RT Reagent Kit (RR037A, TaKaRa Bio Inc., Shiga, Japan). Amplification of cDNAs was performed using SYBR Premix EX Taq (RR041A, TaKaRa Bio) on a Thermal Cycler Dice TP950 (TaKaRa Bio). The thermal cycling conditions were 95 °C for 30 s, and then 40 cycles of 95 °C for 5 s, followed by 60 °C for 30 s. The relative amount of each gene transcript was normalized to that of TATA-binding protein (TBP). In real-time PCR analysis, the following primers were used: *Igf1* (primer sequences: forward, TGCTCTTCAGTTCGTGTG; reverse, ACATCTCCAGTCTCCTCAG), *Atrogin-1(Fbxo32)* (primer sequences: forward, ACTTCTCGACTGCCATCCTG; reverse,), *Murf1* (primer sequences: forward, GGGCCATTGACTTTGGGACA; reverse, TGGTGTTCTTCTTTACCCTCTGTG), *Tgfb* (primer sequences: forward, GAGACGGAATACAGGGCTTTC; reverse, TCTCTGTGGAGCTGAAGCAAT), *Tbp* (primer sequences: forward, ACCTTATGCTCAGGGCTTGG; reverse, GGTGTTCTGAATAGGCTGTGGA).

### 2.6. Statistical Analysis

The results are presented in terms of the mean ± standard error of the mean (SEM). In vivo experimental data were statistically compared using ANOVA and Welch’s *t*-test. SPSS Statistics ver. 25 for Windows (IBM Inc., Tokyo, Japan) was used for statistical analyses. A significant difference was defined as *p* < 0.05.

## 3. Results

### 3.1. Effects of MA on Denervation-Induced Skeletal Muscle Atrophy

After one week of ingestion of MA diet, muscle atrophy was induced by denervation. There were no significant differences in the average daily intake of food (Figure 1A) and body weight (BW) (Figure 1B) between the two groups of mice. The gastrocnemius muscle wet weight in the MA group (2.29 ± 0.11 mg/g BW) was significantly higher than that of the control group (1.95 ± 0.09 mg/g BW) on day 14 after denervation (Figure 1C, *p* = 0.045). MA intake also attenuated the denervation-induced reduction in plantaris muscle weight on day 7 after denervation (Figure 1D, 0.43 ± 0.01 mg/g BW and 0.36 ± 0.02 mg/g BW in MA and control groups, respectively, *p* = 0.036). The soleus muscle wet weight tended to be higher in the MA group (0.17 ± 0.01 mg/g BW and 0.17 ± 0.01 mg/g BW on day 7 and 14, respectively) compared to that of the control group (0.16 ± 0.01 mg/g BW and 0.15 ± 0.01 mg/g BW on day 7 and 14, respectively), but the difference was not significant (Figure 1E). There was no significant difference in grip strength between the groups at the start of the feeding period; however, after denervation, grip strength in the MA group was significantly higher than that of the control group on both day 7 (5.29 ± 0.57 mg/g BW and 3.68 ± 0.17 mg/g BW in MA and control groups, respectively, *p* = 0.036) and day 14 (4.54 ± 0.23 mg/g BW and 3.82 ± 0.18 mg/g BW in MA and control groups, respectively, *p* = 0.035) (Figure 1F). Overall, these results indicate that MA ingestion attenuated denervation-induced skeletal muscle loss and increased skeletal muscle strength.

### 3.2. Effect of MA on Gene Expression in Denervation-Induced Gastrocnemius Muscle

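Gastrocnemius RNA of denervated mice was hybridized to 6 Affymetrix mouse arrays. The MA group, fed a diet with 0.27% MA, and the control group had 3 arrays each, all from day 14 after the sciatic nerves were cut. The authors processed the scans with RMA in Expression Console, which corrects the background, quantile-normalizes the arrays and gives 1 log2 value per probe set. These log2 values were used here without further normalization. The arrays' medians lay between 4.266 and 4.276. The difference between MA and control was fitted for each of 45037 probe sets with limma, and its p-values were adjusted by the Benjamini-Hochberg method over all of them. A gene's value is that of its brightest probe set among those that name no other gene, and a standard error is that of limma. A gene is said to have risen or fallen where its adjusted p was under 0.05, whatever its fold. Gene lists for muscle, inflammation, metabolism and the other cell types of muscle, 39 in all, were tested with camera against the other genes, first with a preset correlation of 0.01 between genes and again with an estimated correlation. Across probe sets, which are not independent replicates, arrays of the same group correlated with r = 0.9992 to 0.9997 and arrays of different groups with r = 0.9934 to 0.9937. The paper's text does not state whether the 3 arrays of a group came from different mice, so the p-values measure only the spread between arrays, whose median SD within groups was 0.0365. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p under 0.1.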

We analyzed the microarray experiments of gene expression profiling to clarify the effects of MA treatment on the gene expression pattern in the gastrocnemius muscle on day 14 post denervation. A total of 45,078 probe sets could be identified. 

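The deposited table held 45141 probe sets, of which 104 were controls of the array. Of the 45037 others, 28898 named 1 gene, 551 named several and 15588 named none, so that 17097 genes could be followed by name. Among the brightest were genes of skeletal muscle fibers. Acta1, the skeletal muscle actin, had a log2 value of 12.62 ± 0.01 (SD, n = 3) in the MA group and 12.49 ± 0.015 (SD, n = 3) in the control group. Mylpf, a myosin light chain of fast fibers, had 12.40 ± 0.003 and 12.21 ± 0.006. At the other end, the control probe sets for nonspecific binding reached 3.95, and 40.5% of the probe sets, 18255 in number, had a mean at or under that level. Foxo1, a transcription factor of atrophy, was among them at 3.85 ± 0.038 in the MA group and 3.87 ± 0.062 in the control group. Thbs1, Pmepa1 and Mstn were not analysed here. The hybridization controls, transcripts of bacteria and of a phage added to every sample, were higher in the MA group at 18 of 18 probe sets, by a median of 0.17. The other 27 bacterial control probe sets, 17 of them higher, lay between -0.25 and 0.19 with a median of 0.04, and none passed the paper's thresholds. The 18S ribosomal RNA probe set stood at 11.49 ± 0.009 in the MA group and 11.13 ± 0.012 in the control group (two-sided exact permutation test, p = 0.1, the smallest that this design allows).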

There were 3172 unique DEGs in the MA group (fold change > ± 1.2 and *p*-value < 0.05 vs. control). 

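The largest rise in the MA group was that of Npr3, the clearance receptor of natriuretic peptides, which was 7.95-fold higher, with a log2 value of 7.85 ± 0.047 (SD, n = 3) against 4.86 ± 0.054 (SD, n = 3). Myl2, a myosin light chain of slow fibers and heart, was 7.90-fold higher (log2 difference 2.98, standard error 0.026, adjusted p = 4.19e-10). Col8a1, a chain of collagen VIII, rose by 2.55 on the log2 scale and Postn, the matrix protein periostin, by 2.07. Timp1, an inhibitor of matrix metalloproteinases, rose by 1.93, Hfe, a regulator of iron uptake, by 2.10, and Epgn, a ligand of the epidermal growth factor receptor, by 1.89. Lmcd1, Tuba8, Hamp2 and Tmem100 rose by 2.13, 2.21, 2.23 and 1.80. At the paper's thresholds, an unadjusted p under 0.05 and a fold over 1.2, 4633 probe sets differed, and those that name a single gene gave 2704 DEGs. All 4633 also had an adjusted p under 0.05, which 19331 probe sets of 9548 genes reached at any fold. With a fold over 2 in place of 1.2, 76 genes were higher and 97 were lower. The arrays of the groups did not overlap at 53.9% of the probe sets, where chance gives 10%. The largest difference of a hybridization control between the groups was 1.28-fold, which is over the threshold of 1.2, and 1607 genes passed with that fold as the threshold, which was chosen after seeing the data.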

The volcano plot is showing the magnitude of significance and fold changes of the DEGs (Figure 2A). Up and downregulated DEGs are shown in red and green dots, respectively. 

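The largest fall in the MA group was that of Cxcl9, a chemokine that attracts T cells. It had a log2 value of 4.63 ± 0.071 (SD, n = 3) in the MA group and 8.07 ± 0.01 (SD, n = 3) in the control group, a difference of -3.43 (standard error 0.035, adjusted p = 4.19e-10). Tgtp1, an immunity-related GTPase, fell by 3.31, and Iigp1, another, fell by 2.44. The guanylate-binding proteins Gbp7 and Gbp2 fell by 2.21 and 2.15, and Gbp3 fell to 3.80, under the background of 3.95, so that its difference of -2.55 is a lower bound on the size of the fall. Of the genes that present antigens, H2-K1 fell by 2.25, with 4 probe sets between -2.72 and -0.50, and H2-Eb1 fell by 1.81. Saa3, an acute phase protein, fell by 2.94, Ccl8, a chemokine for monocytes, fell by 1.98, and Pfkfb3, a regulator of glycolysis, by 1.91. Aif1, a marker of macrophages, fell by 1.97. Among the DEGs, 1281 genes were higher and 1443 were lower in the MA group, and 20 of them had probe sets past the thresholds in both directions. Which direction has more turned with quantile normalization again, which gave 1365 higher and 1328 lower. Counted as probe sets, 2053 were higher and 2580 were lower.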

A total of 1491 DEGs were upregulated, whereas 1681 DEGs were downregulated in the MA group when compared with the control group (Figure 2B).

### 3.3. Effects of MA on Biological Functions in Denervation-Induced Skeletal Muscle Atrophy Model

Figure 2C shows the significantly enriched Hallmark gene sets in the MA group when compared with the control group. By definition, Hallmark gene sets are ‘the gene sets that summarize and represent specific well-defined biological states or processes and display coherent expression’ (MSigDB of GSEA). Hallmark gene sets are preferable because they are considered to have relatively less noise and redundancy. We found several significantly enriched Hallmark gene sets in the MA group compared to the control group, such as muscle differentiation-related mTORC1 signaling and KRAS signaling, and myogenesis and muscle degradation-associated TGF-β signaling, inflammatory response, TNFα signaling via NF-κB, IL6/JAK/STAT3 as well as IL2/STAT5 signaling pathways, interferon α response, interferon γ response, P53 pathway, and apoptosis.

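Genes that interferons induce fell together in the MA group. Of 35 measured, 28 fell, 3 rose and 4 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 1.04e-11, and adjusted p = 0.0293 with an estimated correlation). Psmb8, a subunit of the immunoproteasome, fell by 1.66, Igtp, an interferon-induced GTPase, by 1.67, and H2-D1, a class I antigen-presenting protein, fell by 1.71 at the brightest of 5 probe sets, which lay between -1.71 and 0.18. Irgm1, another GTPase, rose by 0.13. Of genes more typical of interferon alpha, Mx1 differed by 0.01 (adjusted p = 0.767), Ifit3 by -0.17 and Oasl2 by -0.20, all 3 near or under the background, where a change is hard to see. Markers of macrophages moved with them, with a median of -0.67 over 25 genes. Of 23 genes of JAK-STAT cytokine signaling, 13 fell, 2 rose and 8 did not pass the test, also when adjusted over the list alone. Cish and Socs2, feedback inhibitors that STAT5 induces, fell by 1.02 and 0.95, while Stat5b rose by 0.35. The bright members Il6st and Jak1 differed by -0.23 and 0.11. Camera called it down with adjusted p = 0.00442, and adjusted p = 0.298 with an estimated correlation. Of 25 genes of apoptosis and p53 targets, 13 fell, or 14 when adjusted over the list alone, 5 rose and 7 did not pass. Bid, which links death receptors to mitochondria, fell by 0.74, and Zmat3, a p53 target, rose by 0.45. Of the bright members, Gadd45a fell by 0.16, while Ccng1 and Cdkn1a rose by 0.15 and 0.06. The list passed with camera at adjusted p = 0.0427, and had adjusted p = 0.298 with an estimated correlation. Of 19 genes of amino acid transport and ATF4 targets, many of which mTORC1 controls, 5 rose, 3 fell and 11 did not pass, with the same counts over the list alone (camera, adjusted p = 0.844). Psat1, an enzyme of serine synthesis, rose by 0.55, and Chac1, which degrades glutathione, fell by 1.26, while the bright members Cebpb and Vldlr differed by -0.81 and 0.30. Camera called 23 of the 39 lists, 8 up and 15 down. In other splits of the 6 arrays, which mix the groups, it called as many as 10, and with an estimated correlation 2 lists passed.

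**Figure D1:**
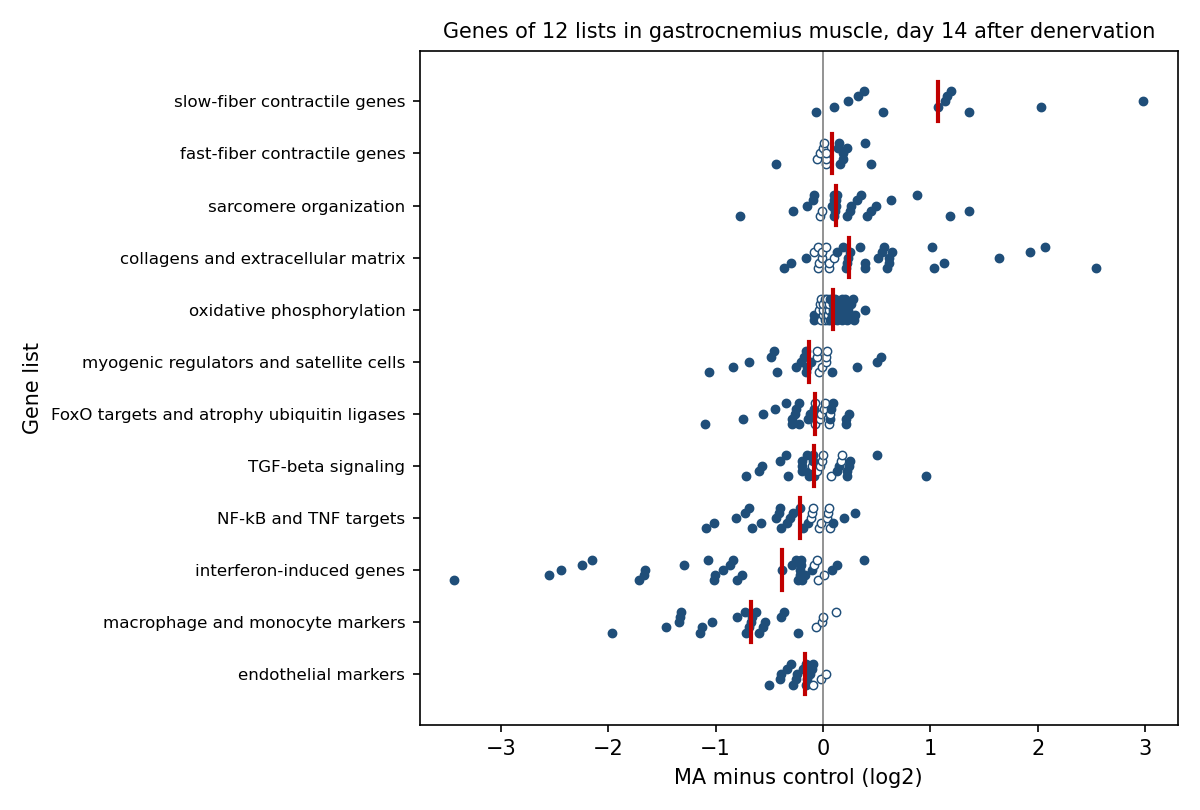
Difference between the MA and the control group (log2) of each measured gene of 12 gene lists, with 1 point per gene, filled where its adjusted p was under 0.05, and a red bar at the list's median. The median was 1.07 for slow-fiber contractile genes, -0.39 for interferon-induced genes and -0.17 for endothelial markers.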

### 3.4. Effects of MA on Biological Processes in Denervation-Induced Skeletal Muscle Atrophy Model

GO analysis shows that several biological processes (from DAVID) related to muscle differentiation, protein degradation, and inflammatory response were regulated in the MA group (Figure 2D). 

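Of 30 measured subunits of the proteasome, which degrades ubiquitinated proteins, 13 rose, 4 fell and 13 did not pass the test, with 6 lower when adjusted over the list alone. None rose past 1.2-fold and 1 fell past it. The differences were small, with -0.09, 0.08 and 0.15 for the brightest members that passed, Psmd4, Psma3 and Psmd6, and 0.18 for Psmb2 and -0.27 for Psmd3, and camera did not call the list (adjusted p = 0.162). Genes of autophagy and the lysosome were lower on balance. Of 26 measured, 14 fell, 2 rose and 10 did not pass, with 3 higher when adjusted over the list alone (camera, adjusted p = 0.00525, and adjusted p = 0.139 with an estimated correlation). The members that fell most were lysosomal, Ctsz by 0.68, Npc2 by 0.52, Gaa, the acid glucosidase of glycogen, by 0.51 and Hexa by 0.43, while the brighter Ctsd and Lamp1 fell by 0.25 and 0.09. Ctsl, a cathepsin induced in atrophy, rose by 0.24. Of the autophagy genes, Map1lc3a differed by -0.03 (adjusted p = 0.222) and Atg7 by -0.02 (adjusted p = 0.721). Ctss, a cathepsin of macrophages outside this list, fell by 0.80.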

The overlapped genes were highly associated with skeletal muscle tissue development (GO:0007519), collagen fibril organization (GO:0030199), sarcomere organization (GO:0045214), skeletal muscle cell differentiation (GO:0035914), myofibril assembly (GO:0030239), apoptotic process (GO:0006915), protein ubiquitination (GO:0016567), inflammatory response (GO:0006954), cellular response to tumor necrosis factor (GO:0071356), cellular response to interferon-gamma (GO:0071346), and the patterning of blood vessels (GO:0001569) in the MA group compared to the control group.

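Contractile genes of slow fibers rose in the MA group. Of 13 measured, 12 rose and 1 fell, also when adjusted over the list alone (camera, adjusted p = 5.1e-09, and adjusted p = 0.0848 with an estimated correlation). Myl3 rose by 2.03, Csrp3, a stretch-responsive protein of the Z-disc, by 1.36, and Myh7, the slow myosin heavy chain, by 1.14. Tnnt1, the slow troponin T, fell by 0.06. Of 16 contractile genes of fast fibers, 8 rose, 1 fell and 7 did not pass the test, with the same counts over the list alone (camera, adjusted p = 0.0263, and adjusted p = 0.139 with an estimated correlation). Past 1.2-fold, 2 rose and 1 fell, and the list's median of 0.087 was under the hybridization controls' 0.17. Myoz1 rose by 0.40, and Myh4, the myosin heavy chain of the fastest fibers, differed by -0.02 (adjusted p = 0.406). Genes of sarcomere organization rose in 20 of 27 cases and fell in 5, and 2 did not pass, with the same counts over the list alone (camera, adjusted p = 1.11e-04, and adjusted p = 0.0848 with an estimated correlation). Of these, 10 rose and 2 fell past 1.2-fold, with a median of 0.126 for the list. Actn2, the alpha-actinin of the Z-disc, rose by 1.36, Xirp1 by 1.18 and Ldb3 by 0.63, while Myom3, an M-band protein, fell by 0.77. Collagens and other genes of the extracellular matrix were higher as well. Of 36 measured, 23 rose, or 24 when adjusted over the list alone, 3 fell and 10 did not pass (camera, adjusted p = 4.45e-07, and adjusted p = 0.0715 with an estimated correlation). Fn1, fibronectin, rose by 1.13, Col5a2 by 1.03, Col1a1 by 0.59 and Col3a1 by 0.57, with 11.14 ± 0.004 (SD, n = 3) in the MA group and 10.57 ± 0.023 (SD, n = 3) in the control group. Mmp14, a matrix metalloproteinase, fell by 0.36. Tnmd, Kera and Scx, 3 genes of tendon picked because they were high, stood at 1.79, 1.43 and 0.57, and tendon genes were not tested as a list. Genes of excitation-contraction coupling went both ways, with 7 of 17 higher, 7 lower and 3 that did not pass, or 8 lower when adjusted over the list alone (camera, adjusted p = 0.523). Casq1, the calcium-binding protein of the sarcoplasmic reticulum, rose by 0.45, and Ryr1, the calcium release channel, fell by 0.29.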

Additionally, KEGG pathway analysis showed that FoxO signaling, NF-κB signaling and TGF-β signaling pathways were significantly enriched in the MA group compared to the control group (Figure 3A).

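Of 28 measured FoxO targets and atrophy ubiquitin ligases, 14 fell, 6 rose, or 8 when adjusted over the list alone, and 8 did not pass the test. Mt1, a metallothionein, fell by 0.75, Txnip, an inhibitor of thioredoxin, by 0.45 and Fbxo31, a ubiquitin ligase, by 0.56. Sesn1, a sestrin that FoxO and p53 induce, rose by 0.21, and the bright member Pdk4 fell by 0.22. Camera called the list down with adjusted p = 0.0168, and adjusted p = 0.122 with an estimated correlation. NF-κB and TNF targets were lower in 17 of 29 cases and higher in 3, and 9 did not pass, with 18 lower when adjusted over the list alone (camera, adjusted p = 1.3e-04, and adjusted p = 0.0715 with an estimated correlation). Birc3, an inhibitor of apoptosis, fell by 0.81, Csf1, the growth factor of macrophages, by 0.57 and Rela, a subunit of NF-κB, by 0.34. Ptgs2, the inducible cyclooxygenase, differed by 0.30 under the background, and Il6, also under it, and Tnf differed by -0.02 (adjusted p = 0.743) and 0.05 (adjusted p = 0.117). The macrophage marker Lyz2 fell by 0.69 in the same arrays. Of 31 genes of TGF-β signaling, 15 fell, 8 rose and 8 did not pass, or 17 and 10 when adjusted over the list alone (camera, adjusted p = 0.121). The list held its inhibitors and targets as well as its ligands and receptors. Among 596 Reactome pathways, camera called 50, of which 10 were up and 40 down. It called as many as 23 in other splits of the arrays, which mix the groups. With an estimated correlation camera called 0, with 46 at an unadjusted p under 0.05 and 0.409 as the smallest adjusted p.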

### 3.5. Effect of MA on Atrophy-Related Gene Expression

Next, we examined the effects of MA on individual gene expressions of the significant pathways. Heat maps are showing the row z-scores of genes related to FoxO signaling (Figure 3B), TGF-β signaling (Figure 3C), and inflammatory response (Figure 3D) from microarray analysis. 

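Fbxo32, the muscle ubiquitin ligase Atrogin-1, had a log2 value of 10.63 (SD under 0.001, n = 3) in the MA group and 10.98 ± 0.023 (SD, n = 3) in the control group, a 1.27-fold fall (adjusted p = 6.09e-06). That is its brightest probe set, and the other 2 of Fbxo32 differed by -0.31 (adjusted p = 1.3e-05) and 0.06 (adjusted p = 0.0386), with -0.197 when the 3 were averaged, which is under 1.2-fold. Cat, the catalase that breaks down hydrogen peroxide, rose from 9.83 ± 0.009 to 10.12 ± 0.006, a 1.23-fold rise (adjusted p = 9.57e-06). Gadd45g, a growth arrest and DNA damage gene, fell by 0.71 (adjusted p = 2.52e-06). Igf1, the growth factor of muscle, differed by 0.06 at its brightest probe set (adjusted p = 0.0593), and its other 3 by 0.36 (adjusted p = 2.25e-05), 0.07 (adjusted p = 0.0327) and 0.10 (adjusted p = 0.0653), with 0.147 when the 4 were averaged (adjusted p = 2.94e-04), which is under 1.2-fold. The brightest probe set of Igf1 passed with an eBayes trend (adjusted p = 0.029), quantile normalization again (adjusted p = 0.0401), array weights (adjusted p = 0.0195) and without control replicate 1 (adjusted p = 0.0304). Sod2, the mitochondrial superoxide dismutase, differed by 0.04 (adjusted p = 0.141), and its other 3 by 0.39 (adjusted p = 5e-06), 0.08 (adjusted p = 0.0212) and 0.02 (adjusted p = 0.613), with 0.132 when the 4 were averaged (adjusted p = 3.88e-04), also under 1.2-fold, and the brightest of Sod2 passed with an eBayes trend (adjusted p = 0.00541). Klf1 differed by 0.08 (adjusted p = 0.18) and Foxo1, which lay at the background, by -0.03 (adjusted p = 0.568). Of the 9 genes of Fig. 3B measured here, 4 fell, 1 rose and 4 did not pass the test, or 4 and 2 when adjusted over the list alone. Those that fell were Fbxo32 and Gadd45a, Gadd45b and Gadd45g, which are all readings of the paper's single entry Gadd45. The falls of Gadd45a and Gadd45b were under 1.2-fold, at 1.12-fold and 1.06-fold. The study chose the genes of Fig. 3B on the same arrays, so that the counts are not independent evidence of a direction. Among 19 antioxidant enzymes and their regulators, 5 rose and 7 fell, with the same counts over the list alone (camera, adjusted p = 0.389). Gpx3, the secreted glutathione peroxidase, fell by 0.45, and Nfe2l2, the regulator of many of these genes, fell by 0.30.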

We found that MA downregulated the expressions of F-box protein 32 (*Fbxo32 / Atrogin-1*), forkhead box O1 (*Foxo1*), Kruppel-like factor 1 (*Klf1*), growth arrest and DNA-damage-inducible 45 (*Gadd45*), and phosphatase and tensin homolog (*Pten*), whereas it upregulated the expressions of *Igf1*, superoxide dismutase 2, mitochondrial (*Sod2*), and catalase (*Cat*), all of which are implicated in FoxO signaling. We also found that several inflammation-related genes were highly expressed in denervation-induced control mice, while MA downregulated their expressions, such as thrombospondin 1 (*Thbs1*), transforming growth factor beta 2 (*Tgfb2*), transforming growth factor beta receptor I (*Tgfbr1*), nuclear factor of kappa light polypeptide gene enhancer (*Nfkb2*), chemokine (C-C motif) ligand 5 (*Ccl5*), and chemokine (C-X-C motif) ligand 10 (*Cxcl10*), which are implicated in TGF-β signaling or inflammatory response (Figure 3C,D). 

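Chemokines and interferon-induced genes of Fig. 3D fell most in the MA group. Ccl5 had a log2 value of 5.37 ± 0.059 (SD, n = 3) in the MA group and 6.45 ± 0.059 (SD, n = 3) in the control group, a 2.12-fold fall (adjusted p = 2.3e-07). Cxcl10 reached 3.87 in the MA group, under the background of 3.95, so that it was at least 2.02-fold lower. Ifi47, an interferon-induced GTPase, and the transcription factor Irf1 fell by 0.93 and 0.80. Nfkb2, a subunit of NF-κB, fell by 0.44 and Nfkbia, its inhibitor and target, by 0.73. Tnfrsf1b, a receptor of TNF, fell by 0.69 at its brightest probe set. Its other probe set differed by 0.04 (adjusted p = 0.223), with -0.327 when they were averaged (adjusted p = 8.4e-05). The adhesion molecule Icam1 fell by at least 0.41, to 3.90, also under the background. Junb, an immediate early transcription factor, fell by 0.74. Hbegf, a ligand of the epidermal growth factor receptor, rose by 1.66, Serpinb8, a protease inhibitor, by 0.97 and Panx1, a membrane channel, by 0.73. Socs3 differed by 0.07 (adjusted p = 0.113), Creb3 by 0.05 (adjusted p = 0.194) and Vcam1 by -0.04 (adjusted p = 0.512). With array weights Socs3 passed the test, higher by 0.084 (adjusted p = 0.0436), which is under 1.2-fold. All 23 genes of Fig. 3D were measured. Of these, 17 fell, 3 rose and 3 did not pass the test, also when adjusted over the list alone, and 13 fell and 3 rose by more than 1.2-fold. Csf1r, the receptor of the macrophage growth factor, fell by 0.24, and the macrophage marker Adgre1, outside Fig. 3D, by 1.14. Of the genes of Fig. 3C, Tgfbr1, a receptor of TGF-β, fell by 0.34 and Tgif1, a repressor of SMAD signaling, by 0.32. Tgfb2 fell by 0.09 (adjusted p = 0.00992), a 1.06-fold difference. Both figure lists were chosen by the study on these arrays, so their counts are not independent evidence of a direction.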

We also found that the expression of SMAD-specific E3 ubiquitin protein ligase 2 (*Smurf2*), as a negative regulator of TGF-β signaling, was upregulated (Figure 3C).

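Smurf2 had 3 probe sets, and each of them was higher in the MA group. The brightest rose 1.18-fold, from 7.60 ± 0.032 (SD, n = 3) to 7.84 ± 0.014 (SD, n = 3), with adjusted p = 9.83e-05. The others rose by 0.46 (adjusted p = 2.14e-06) and by 0.20 (adjusted p = 4.72e-04). Acvr1, a receptor of bone morphogenetic proteins, rose 1.42-fold at its brightest probe set (log2 difference 0.51), while the other 2 of Acvr1 differed by 0.04 (adjusted p = 0.227) and 0.14 (adjusted p = 0.02), with 0.23 when the 3 were averaged. Bcar3 differed by 0.17 (adjusted p = 0.0522) at its brightest probe set and rose by 0.44 at another. The brightest of Bcar3 passed with an eBayes trend (adjusted p = 0.0199) and quantile normalization again (adjusted p = 0.0421). Centring on the median (adjusted p = 0.048) and a replicate block (adjusted p = 0.0245) also called it. It passed as well without MA replicate 1, 2 or 3 (adjusted p = 0.0447, 0.039 and 0.0483), at 0.089 without replicate 1. Averaging the probe sets of Bcar3 gave 0.305 (adjusted p = 7.79e-05). Of the 6 genes of Fig. 3C measured here, 2 rose, 3 fell and 1 did not pass the test, with 3 higher when adjusted over the list alone. The study chose them on these arrays.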

Microarray results were further confirmed by qPCR quantitative analysis of the representative gene of signaling pathways. We confirmed that MA induced the expression of *Igf1* on day 14 after denervation (*p* = 0.049) (Figure 3D). On the other hand, MA suppressed the expressions of catabolic genes such as *Atrogin-1* (*p* = 0.021 and *p* = 0.010 on day 7 and day 14 after denervation, respectively) and *Murf1* (*p* = 0.017 on day 7 after denervation). In addition, MA significantly suppressed the *Tgfb* expression on day 14 after denervation (*p* = 0.032), which is upstream of the catabolic genes.

## 4. Discussion

In this study, we have shown that daily ingestion of an MA-supplemented diet could prevent denervation-induced loss of skeletal muscle mass and strength in a mouse model, demonstrating its efficacy against muscle atrophy.

The sciatic-nerve transection model is commonly employed to induce denervation [24]. In the present study, we confirmed that dietary intake of MA effectively prevented the loss of muscle weight and strength on day 14 after sciatic nerve denervation (Figure 1C–E). Investigators previously reported that oral intake of MA in combination with resistance training maintained skeletal muscle mass in the older people [16], consistent with our findings in vivo. It has also been proposed that MA suppresses muscular atrophy through anti-inflammatory effects [13,14]. In accordance with these previous reports, we also found that MA alleviated denervation-induced inflammation response.

In fact, denervation-induced skeletal muscle atrophy is associated with a complex list of physiological and biochemical changes. The gene expression profiling of denervated muscle at different time points revealed four distinct transcriptional stages designated as “oxidative stress stage”, “inflammation stage”, “atrophy stage” and “atrophic fibrosis stage”, respectively [25]. Therefore, to understand MA’s underlying molecular mechanisms in preventing denervation-induced muscle atrophy, we conducted a whole-genome microarray analysis of the gastrocnemius muscle on day 14 post denervation. Multiple potential mechanisms of MA for muscle maintenance were identified. GSEA revealed biological processes such as myogenesis, PI3/AKT/mTOR signaling, TNFα signaling via NF-κB, and TGF-β signaling, which were significantly enriched in MA-treated mice compared to non-treated control mice (Figure 2C). Inflammation is considered to be a central factor in the physiological response to muscle atrophy. 

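Markers of macrophages and monocytes were lower in the MA group. Of 25 measured, 21 fell, none rose and 4 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 1.79e-13, and adjusted p = 0.0293 with an estimated correlation). C1qb, a chain of complement C1q, fell by 1.46, Cd163, a scavenger receptor, by 1.34 and Ptprc, the common leukocyte antigen, by 1.33, and Lgals3, among the brightest, by 0.56. Cd68, Itgam, which lay under the background, and Cx3cr1 differed by 0.12 (adjusted p = 0.198), -0.01 (adjusted p = 0.891) and 0.00 (adjusted p = 0.926). Genes of MHC class II antigen presentation fell in 7 of 8 cases, also over the list alone (camera, adjusted p = 1.69e-05, and adjusted p = 0.122 with an estimated correlation). H2-Ab1 fell by 1.64, Cd74, the invariant chain, by 1.40 and H2-Aa by 1.23. H2-Ea, outside this list and chosen after its values were seen, had probe sets between -0.04 and 2.86. Of 14 markers of T and NK cells, 7 fell, 1 rose and 6 did not pass, also over the list alone (camera, adjusted p = 0.0311, and adjusted p = 0.2 with an estimated correlation). Nkg7, a protein of cytotoxic granules, fell by 0.54, Cd4 fell by 0.10, and Cd3e, a chain of the T cell receptor complex, rose by 0.14. Of 10 neutrophil markers, 2 rose, 1 fell and 7 did not pass, also over the list alone (camera, adjusted p = 0.854), and S100a8 rose by 0.65. Of 7 markers of B cells and plasma cells, 2 rose, 1 fell and 4 did not pass, also over the list alone (camera, adjusted p = 0.844).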

As originally hypothesized, MA suppressed inflammation caused by denervation, as evidenced by the marked variation in the gene sets related to inflammatory responses, such as Hallmark sets “TNFα signaling via NF-κB”, “Interferon Gamma Response”, “TGF-β signaling” as well as GOs such as cellular response to TNFα and IFNɤ (Figure 2C,D). Reportedly, TGF-β could directly induce muscle fiber atrophy. TGF-β1 overexpression in skeletal muscles results in muscle fiber atrophy and fibrosis and increases the expression of MuRF1 [26]. Furthermore, TGF-β activity in cancer cachexia-induced muscle atrophy confirmed its contribution to muscle weakness [27]. In this study, we found that MA suppressed the expression of *Thbs1*, a major activator of TGF-β signaling (Figure 3B). In addition, the mRNA expression level of *Tgfb* in gastrocnemius muscle was significantly suppressed by MA intake compared to controls (Figure 3D). A previous study reported the downregulation of TGF-β by MA treatment in a colorectal cancer mice model [28]; however, the effect of MA on TGF-β regulation has never been studied in muscle atrophy models before. Thus, our finding suggests potential preventative and therapeutic applications of MA in muscle atrophy through the downregulation of the TGF-β signaling pathway (Figure 2C and Figure 3D).

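Targets and regulators of TGF-β and related signals went in both directions in the MA group. Id1 and Id2, targets of bone morphogenetic proteins, fell by 0.72 and 0.59. Ltbp1, which binds latent TGF-β, fell by 0.57 and Skil, a corepressor of SMAD proteins, by 0.40. Ccn2, the connective tissue growth factor and a target of TGF-β, rose by 0.96 (adjusted p = 2.87e-07). Of the signal transducers, Smad4 fell by 0.20, Smad3 by 0.15 and the receptor Tgfbr2 by 0.19. Smad6, an inhibitor of these signals, rose by 0.22, and Tgfb3 rose by 0.25. Smad7 differed by -0.01 (adjusted p = 0.867). The paper cites Fig. 2C and, as Fig. 3D, the fall of Tgfb by qPCR. From these it proposes that MA has potential uses in preventing and treating muscle atrophy through the downregulation of TGF-β signaling. On the arrays Tgfb1 differed by 0.07 (adjusted p = 0.311).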

Protein metabolism plays an important role in the regulation of skeletal muscle mass. Skeletal muscle mass is increased when protein synthesis exceeds protein degradation, and, conversely, skeletal muscle mass is decreased when protein degradation exceeds protein synthesis. It has been reported that MA promotes protein synthesis and muscle mass gain in rainbow trout [29], but the detailed molecular mechanism was not clarified. In this regard, another member of pentacyclic triterpenoid, namely, ursolic acid, has also been reported to promote muscle hypertrophy [20]. 

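Myogenic regulators and genes of satellite cells, the stem cells of muscle, were lower on balance in the MA group. Of 24 measured, 13 fell, or 14 when adjusted over the list alone, 4 rose and 7 did not pass the test (camera, adjusted p = 0.00806, and adjusted p = 0.121 with an estimated correlation). Mymx, which fuses myoblasts, fell by 1.06, Megf10 by 0.69 and Myod1 by 0.46. Myf5 and Myf6, regulators of the same family as Myod1, rose by 0.54 and 0.51, and Cdh15, a cadherin of myoblasts, rose by 0.32. Pax7, the marker of satellite cells, differed by -0.11 at the background. Components of IGF1, PI3K, AKT and mTOR signaling went both ways. Of 29 measured, 10 rose, or 12 when adjusted over the list alone, 11 fell and 8 did not pass (camera, adjusted p = 0.964). Irs1, the insulin receptor substrate, rose by 0.41, the kinase Pdpk1 by 0.32 and the receptor Igf1r by 0.22. Igfbp4, which binds IGF1, fell by 0.72, Akt1 by 0.24 and Akt2 by 0.12 at its brightest probe set. The other probe set of Akt2 differed by 0.02 (adjusted p = 0.489). Mtor differed by 0.02 (adjusted p = 0.369).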

From microarray data, we found that MA intake may have promoted myogenesis and regulated PI3/AKT/mTOR signaling, thereby playing a role in muscle maintenance (Figure 2C,D). Additionally, qPCR analysis in the gastrocnemius muscle on day 14 after denervation showed that MA significantly induced the expression of *Igf1,* a key anabolic growth factor known for regulating muscle hypertrophy through stimulating PI3K/Akt signaling [30]. Interestingly, Hennebry et al. showed that IGF1 could stimulate more significant muscle hypertrophy in mice in the absence of myostatin [31], a secreted member of the TGF-β superfamily. Therefore, simultaneous upregulation of *Igf1* and downregulation of *Tgfb* in the denervated muscle by MA might have contributed to muscle maintenance. Moreover, IGF1 suppresses protein degradation and mRNA expressions of *Atrogin-1* and *Murf1* [32,33]. The downregulation of PTEN, a negative regulator of p-Akt, increases Akt signaling, suppresses FoxO1 and ubiquitin E3 ligases, and consequently suppresses muscle degradation [34]. In this study, we found that MA decreased the mRNAs of *Pten*, *Atrogin-1* and *Murf1* in denervated mice and may thereby suppressed muscle atrophy (Figure 3B,E).

It is also worth noting that MA decreased the expression of *Gadd45* in microarray experiments (Figure 3B), as previous microarray studies reported induced Gadd45a mRNA expression in atrophying skeletal muscles of rodents, pigs, and humans [35,36,37,38,39]. 

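Gadd45a was bright in both groups, with a log2 value of 11.37 ± 0.014 (SD, n = 3) in the MA group and 11.53 ± 0.016 (SD, n = 3) in the control group. It fell by 0.16 (standard error 0.022, adjusted p = 4.94e-04), which is 1.12-fold. Gadd45b fell 1.06-fold, from 5.03 ± 0.036 to 4.94 ± 0.018 (adjusted p = 0.0267). The call of Gadd45b did not hold with the one-way test of the methods (adjusted p = 0.0582), with an eBayes trend (adjusted p = 0.0533) or without MA replicate 1 or 2 or control replicate 2 or 3 (adjusted p = 0.0765, 0.0737, 0.0923 and 0.0779). Gadd45g fell 1.64-fold. Of 15 muscle genes that denervation induces, Gadd45a among them, 7 fell, or 8 when adjusted over the list alone, 5 rose and 3 did not pass the test (camera, adjusted p = 0.133). Chrng and Chrnd, subunits of the acetylcholine receptor, fell by 0.68 and 0.38, and Runx1 fell by 0.28. Ncam1, a cell adhesion molecule of denervated fibers, rose by 0.62 and Myh3, the embryonic myosin heavy chain, by 0.48. Musk, a receptor kinase of the neuromuscular junction, differed by -0.01 (adjusted p = 0.855).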

*Gadd45a* is induced in response to three distinct atrophic stimuli: fasting, muscle fixation, and muscle denervation [36]. However, interestingly, Gadd45-induced transcriptomic changes showed a strong overlap (over 40%) with the muscle denervation signature and even mimicked the classical ultrastructural changes observed in early muscle denervation [36]. A recent study also confirmed very high expression of *Gadd45* in denervated muscle; nevertheless, in contrast to Ebert et al., the authors proposed that *Gadd45* induction is mediated by a protective negative feedback response to denervation [40]. Therefore, the mechanism by which MA treatment regulates denervation induced Gadd45 expression is worth further exploration.

Interestingly, we also found that the grip strength in the MA group mice was significantly higher than that of the control group on day 7 post denervation, even though there was no significant difference in the gastrocnemius muscle mass on day 7 (Figure 1C,F). It has been reported that the capillary network is also altered in disuse atrophic muscles [41]. Moreover, muscle strength can be improved, without any increase in muscle mass weight, through a combination of exercise and caffeine intake, which exerts a vasodilatory effect [42]. In this regard, MA intake has been reported to promote nitric oxide production and exert a vasodilatory effect in rats [43]. 

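Markers of endothelial cells, which line blood vessels, were lower in the MA group. Of 18 measured, 15 fell, none rose and 3 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 4.57e-05, and adjusted p = 0.172 with an estimated correlation). Past 1.2-fold, 6 of them fell. Flt1, a receptor of vascular endothelial growth factor, fell by 0.50, Vwf, the von Willebrand factor, by 0.39 and Cldn5, a tight junction protein, by 0.34. The brightest members that passed, Egfl7, Esam and Kdr, fell by 0.24, 0.25 and 0.16. Of 23 genes of blood vessel growth and patterning, 10 fell, 2 rose and 11 did not pass, also over the list alone (camera, adjusted p = 0.0427, and adjusted p = 0.157 with an estimated correlation). Notch1 fell by 0.94, Plxnd1, a semaphorin receptor that guides vessels, by 0.74 and Nrp1, its partner, by 0.32. Nos3, the endothelial nitric oxide synthase, fell by 0.14, and Vegfb rose by 0.14. Of 8 markers of smooth muscle and pericytes, 4 fell, 1 rose and 3 did not pass, also over the list alone (camera, adjusted p = 0.162). Rgs5, a marker of pericytes, fell by 0.59.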

We found that MA intake affected patterning of blood vessels (GO:0001569) from GO analysis. Hence, dietary MA intake might improve blood flow and increased muscle strength regardless of muscle mass weight (Figure 1C,F).

Previous studies have shown similarities in the aging processes of neuromuscular or motor functions between humans and mice [44,45,46]. Sarcopenia is studied in mice models because of its short life span, low cost, and relative ease of genetic manipulation [47,48]. Muscle atrophy could be of three types: diffuse deconditioning, such as denervation, microgravity, or natural aging, immobilization, and chronic diseases [49,50,51]. The present study investigates the effect of MA on denervation-induced muscle atrophy; therefore, further studies on different muscle atrophy mice models are required to validate and clarify the effect of MA on preventing muscle atrophy and sarcopenia. Considering more clinical applications, it would also be interesting to investigate whether muscle recovery could be expected by administering MA without a pre-treatment after denervation. In this study, we confirmed the effects of MA intake on muscle mass and strength. Still, we did not perform a histological evaluation of skeletal muscle fibers and protein expression of skeletal muscle. We have previously reported that MA exerted anti-inflammatory effects through inactivation of NF-κB by inhibiting the phosphorylation of IκB-α, as detected by Western blot analysis in RAW 264.7 cells [13]. Additionally, Kunkel et al. have reported that ursolic acid, a type of triterpene, could promote muscle maintenance through enhancing IGF-1-mediated signaling cascades, as detected in the serum-starved C2C12 myotubes by immunoblot analyses [13,20]. Therefore, the effect of MA treatment on the active protein levels of these selected markers is required to be further examined in the in vivo microenvironment.

In conclusion, dietary supplementation of MA prevents disuse muscle atrophy in denervated mice. Our study is the first to report that MA is likely to regulate muscle protein synthesis and degradation by promoting IGF-1 production and suppressing TGF-β, as well as mediating anti-inflammatory effects (Figure 4). MA treatment especially attenuated the denervation-induced expressions of atrophic genes, such as *Atrogin-1* and *Murf1*. These findings support the potential of the anti-atrophy effect of MA on the sciatic nerve denervation-induced muscle atrophy model. Pentacyclic triterpenes, including MA and its derivatives, are attracting attention as dietary supplements [52]. Regular intake of MA derived from sources such as olive fruit may help prevent sarcopenia and extend healthy life expectancy.

## Figures and Tables

**Figure 1:**
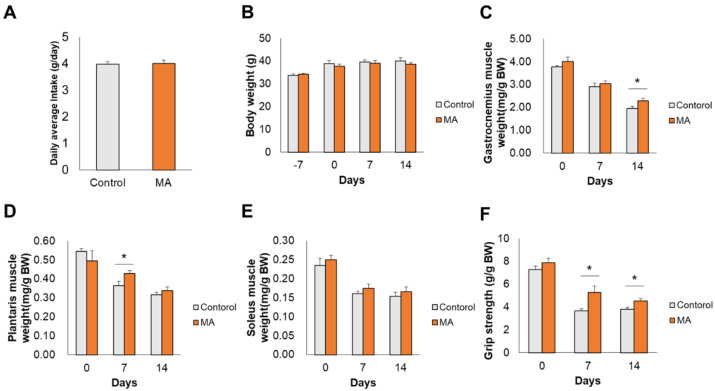
Maslinic acid (MA) prevented skeletal muscle atrophy following denervation. (**A**) Food intake, (**B**) body weight, (**C**) gastrocnemius muscle weight, (**D**) plantaris muscle weight, (**E**) soleus muscle weight, and (**F**) grip strength. Values are shown as mean ± SEM (*n* = 3-15), * *p* < 0.05 vs. control.

**Figure 2:**
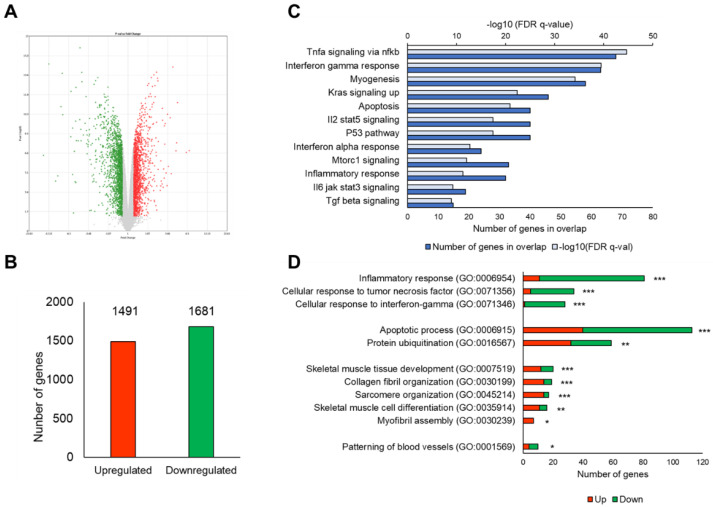
Microarray gene expression profile in gastrocnemius muscle 14 days after denervation. (**A**) Volcano plot showing the DEGs between MA group and control group. The Y-axis corresponds to -log10 ANOVA *p*-value and the X-axis displays the fold change. Up and downregulated DEGs are presented in the red and green dots, respectively. (**B**) Column graph displaying the number of DEGs. (**C**) Bar graph showing the significantly enriched Hallmark gene sets by the DEGs (MsigDB of GSEA). Significance was considered at false discovery rate (FDR) q-value < 0.05. (**D**) Bar graph showing the significantly enriched biological processes by the DEGs (from DAVID), with *p*-value as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
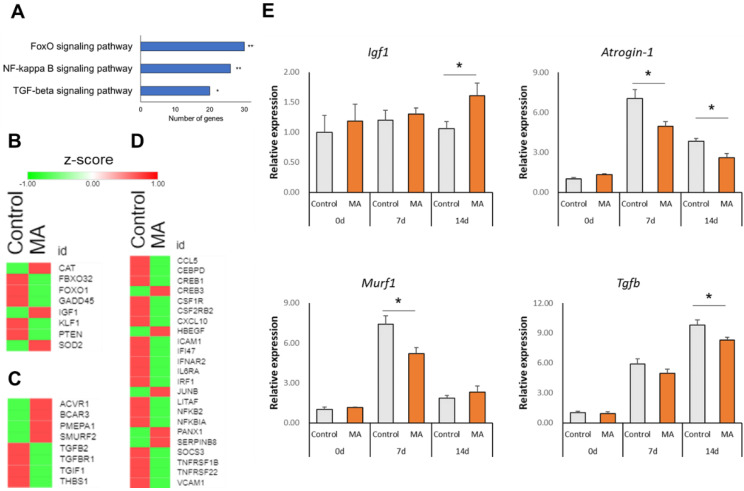
Changes in muscle protein degradation-related factors. (**A**) Bar graph showing significantly enriched selected KEGG pathways. Heat maps showing row z-score of DEGs involved in (**B**) FoxO signaling, (**C**) TGF-β signaling, and inflammatory response (**D**). (**E**) Relative mRNA expression levels of *Igf1*, *Atrogin-1*, *Murf1*, and *Tgfb* by qPCR analysis. Data are shown as mean ± SEM (*n* = 3–6), * *p*  <  0.05, ** *p*  <  0.01 vs. control.

**Figure 4:**
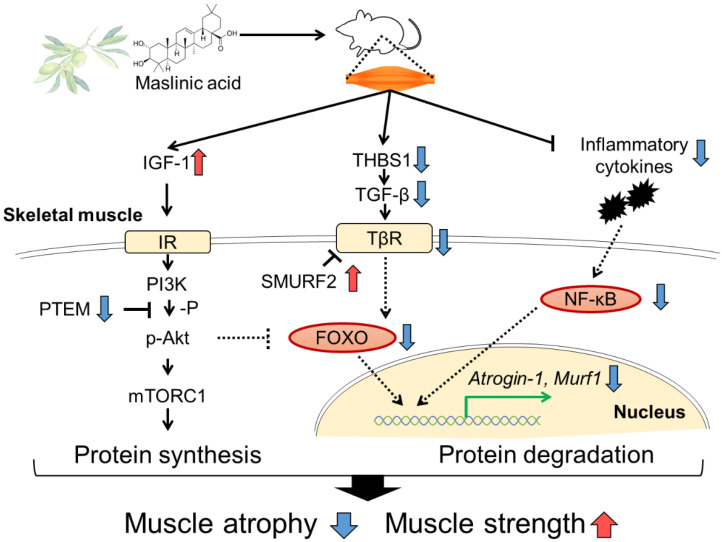
Schematic diagram of the role of preventing muscle atrophy. Dietary MA induces IGF-1, which can regulate the dynamic balance of muscle protein degradation and synthesis. IGF-1 stimulation leads to increased protein synthesis via PI3/AKT/mTOR signaling. In addition, MA acts on anti-inflammation, inhibition of the TGF-β expression, resulting in the regulation of protein degradation, and alleviates muscle atrophy and muscle strength. Abbreviations: IGF-1, insulin-like growth factor 1; IR, insulin-like growth factor receptor; PI3K, phosphatidylinositol 3-kinase; Akt, protein kinase B; PTEM, phosphatase and tensin homolog; mTORC1, mammalian target of rapamycin complex 1; THBS1, thrombospondin 1; LTBP2, latent transforming growth factor-β binding protein 2; TGF-β, transforming growth factor β; TβR, TGF-β receptor type; SMURF2, SMAD-specific E3 ubiquitin protein ligase 2; FoxO, forkhead box O transcription factors; Murf1, muscle ring finger 1; NF-κB, nuclear factor-kappa B.

## Data Availability

The microarray data have been deposited to the NCBI Gene Expression Omnibus database and are available under the accession number GSE181031 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181031, accessed on July 29, 2021).

How the deposited data were processed for this re-analysis (not part of the article)

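RNA of gastrocnemius muscle from denervated mice was measured on 6 Affymetrix GeneAtlas mouse arrays, 3 of the MA group and 3 of the control group, all from day 14. The paper's text does not give which arrays shared a strip. The authors labelled the RNA with a 3' IVT kit and processed the scans with RMA in Expression Console, whose version the paper's text does not give, and compared the groups in Transcriptome Analysis Console version 4. The deposited values are on the log2 scale, and the arrays have nearly equal quartiles. The probe set names are those of the mouse array that the methods name, while the deposited design text names a human array.

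The values were analysed in R 4.3.3 with limma 3.58.1. Each probe set was fitted with lmFit and eBayes, with no trend, no robust moderation and no covariate, and p-values were adjusted by the Benjamini-Hochberg method over the 45037 probe sets left after 104 array controls were set aside. A second count used the paper's thresholds, an unadjusted p under 0.05 and a fold over 1.2, and counted each gene that at least 1 probe set naming it alone called. Probe sets that name several genes or none were tested but not named.

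For gene lists, each gene was represented by its brightest probe set. The 39 lists were tested with camera at a preset correlation between genes of 0.01, with camera at an estimated correlation and with fry, which asks whether the genes of a list move, on balance, one way and does not compare them with other genes. Mouse Reactome pathways from fgsea 1.28.0 with 15 to 300 measured genes were tested with camera. The Hallmark, GO and KEGG collections were not used here. The lists of Fig. 3B to 3D were chosen by the study on these arrays and are not among the 39.

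The rule for named genes took those that the paper's text or Fig. 3 names, the 12 with the largest rise and the 12 with the largest fall among genes with an adjusted p under 0.05, a mean above the median probe set in at least 1 group and no overlap between the groups, and the 3 brightest called members of each list. The text names only some of the last, and other members named as examples of a list were chosen after their values were seen. Gadd45 was read as Gadd45a, Gadd45b and Gadd45g. The lists, the rule for named genes, the tests of genes and of lists and all alternatives but 1 were set before the data were examined, while several tests of explanations were chosen after.

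The steps were tested on simulated data with the means and the spread of the real probe sets. Of 50 probe sets changed at each fold, 22% were called at a fold of 1.1, 82% at 1.2, 96% at 1.5 and 100% at 2. Of 44837 unchanged probe sets 4 were called, 2.6% of the calls. Both lists that were shifted were called, and none of the unshifted lists that share no shifted gene was. What correlation between genes does to the list test was not tested with these simulated data.

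The alternatives were the one-way test of the methods, eBayes with a trend or with robust moderation, quantile normalization again, centring on the median, a filter on dim probe sets, a replicate block, array weights, the mean or the brightest of a gene's probe sets, a fold over 1.5, and leaving out each array. A fold over the largest difference of a hybridization control was added after the data were seen. The qPCR, body weight, muscle weight and grip strength measurements were not analysed here.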

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

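The tests on macrophage markers, on H2 genes, on slow and fast fibers and on the hybridization controls were chosen only after the result was seen, and those on the spread within groups and on other splits of the arrays were not.

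Signals outside the genes that the paper discusses, each a difference of the MA from the control group, were a median log2 difference of 1.07 for slow-fiber contractile genes, -0.87 for genes of MHC class II antigen presentation, -0.67 for macrophage and monocyte markers and -0.29 for circadian clock genes. The largest rise was that of Npr3, 2.99, and the largest fall that of Cxcl9, -3.43. The hybridization controls, which do not come from the mouse, had a median difference of 0.17.

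Interferon-induced genes were lower in the MA group, and fewer macrophages in the muscle is a candidate explanation, since the macrophage and monocyte markers had a median of -0.67. A strain variant under the probes of H2 genes would leave the 33 interferon-induced genes outside H2 unchanged, but 17 of them fell past 1.2-fold and 1 rose past it, which argues against it as the cause for these 33. A first test, with a fall of their median by 1.2-fold as its written bound, had not decided, since the median was -0.29 with a resampled 95% interval of -0.87 to -0.20, and the count was chosen after that outcome was known. For the H2 genes themselves such a variant was not tested and stays open. An effect of the MA diet on interferon signaling stays open and was not tested.

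Slow-fiber contractile genes were higher in the MA group, 10 of 13 past 1.2-fold and none lower past it. This count restates the pattern, so more slow fibers in the tissue taken, by dissection or by fiber type, cannot be told apart from a change within the fibers. Slow fibers in place of fast ones cannot be told apart either, since the fast-fiber genes had a median of 0.087 and 12 of 16 lie in the brightest 1% of probe sets, where the array may not show a loss. An effect of the MA diet on fiber type stays open and was not tested.

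Arrays of a group differed far less than the groups, and 3 arrays of a group that carry 1 RNA source may be the reason. Among 46 genes that tend to vary between animals, of the immediate early, adipocyte, red blood cell and clock lists, the median SD within groups was 0.0325 against 0.0308 for genes of the same brightness, a ratio of 1.06, which is consistent with 1 source and leaves separate mice open. A difference in hybridization of the size that the spike-ins show is exceeded by 1607 genes past the paper's p threshold.

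Of the 10 splits of the 6 arrays, 1, the real one, gave counts as large as those reported, and 10 splits are too few for a share under 0.05. Each other split has arrays of both groups on both sides, so the difference between the groups adds to the spread within its sides. Low gene counts in those splits follow in part from this. The lists and pathways called in them are not free of the group difference either. Genes with an adjusted p under 0.05 were 9548 against 0 in the highest other split, DEGs 2704 against 1, gene lists past camera 23 against 10 and Reactome pathways 50 against 23. Probe sets with an unadjusted p under 0.05 were 22905 in the real split and 1095 in the highest other.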

How the results depend on the processing

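The count with a fold over the largest difference of a hybridization control was chosen only after the data were seen. The 9548 genes with an adjusted p under 0.05 were 5027 with the brightest 25% of probe sets, where fewer are tested. The 2704 DEGs, 1281 higher and 1443 lower, were 1695, 800 and 901 with that filter, 1719, 821 and 898 with a gene's probe sets averaged, 582, 267 and 315 with a fold over 1.5, and 1607, 772 and 844 with a fold over the largest difference of a hybridization control, where a stricter fold passes fewer. The 23 gene lists were 2 with an estimated correlation and 36 with fry, and the 50 Reactome pathways were 0 with an estimated correlation. The estimate was 0.191 for endothelial markers but -0.003, under the preset 0.01, for NF-κB and TNF targets. Camera's unadjusted p of the latter list still rose from 3.01e-05 to 0.00916. A larger correlation thus does not account for every lost call. With probe sets averaged, the log2 differences reversed for Creb3, to -0.055 (adjusted p = 0.0324), and Bin1, to 0.03 (adjusted p = 0.424). Near 0 and not called, that of Ltbp2 reversed to -0.001 with quantile normalization again and -0.004 with array weights, and leaving out each array in turn gave it -0.027 to 0.023, Foxo1 -0.06 to 0.002 and Vcam1 -0.086 to 0.003. For these the cause was not tested. Leaving out each array in turn gave 8055 to 9566 genes, 2703 to 2738 DEGs, 1244 to 1353 higher, 1404 to 1518 lower, 21 to 23 lists and 45 to 51 pathways. With the replicate block, 9752 genes, 2704 DEGs, 23 lists and 43 pathways passed, but deviations of MA and control arrays of the same number correlated with r = 0.188, 0.042 and 0.142, and other pairs with -0.18 to 0.07, which does not show that the numbers pair the arrays. Of 2338 values of named genes under the alternatives, 2221 kept their direction and side of the threshold, 93 lost the call, 16 gained it and 8 turned. Of 429 list means none of a called list turned and 73 moved by more than their spread. Signal over background limits what the arrays can show for the 40.5% of probe sets at or under 3.95.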

Differences from the paper's values

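The paper's counts of DEGs, 3172, with 1491 higher and 1681 lower, are the paper's, and those found here at the same thresholds, 2704, 1281 and 1443, are within 1.5 times of them, as are the 45141 probe sets found here and the paper's 45078.

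Junb was called in the other direction than in Fig. 3D, whose heat map was read by eye, so that a misreading stays possible. Junb appears higher in the MA group there and was lower by a log2 difference of -0.74 here (adjusted p = 2.28e-05), and it was lower in every alternative. The paper states that Klf1 fell and Fig. 3D shows Socs3 lower, and they differed by 0.08 (adjusted p = 0.18) and 0.07 (adjusted p = 0.113), passing the paper's thresholds in no alternative. Foxo1, at the background, differed by -0.03 (adjusted p = 0.568), Vcam1 by -0.04 (adjusted p = 0.512) and Creb3 by 0.05 (adjusted p = 0.194), and none of them passed the paper's thresholds in an alternative.

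The paper calls Gadd45 and Tgfb2 lower, and Csf1r and Il6ra appear lower in Fig. 3D as read by eye. Gadd45a (-0.16), Gadd45b (-0.09), Tgfb2 (-0.09), Csf1r (-0.24) and Il6ra (-0.23) were lower here with an adjusted p under 0.05 and a fold under 1.2. With the one-way test of the methods Gadd45b (adjusted p = 0.0582) and Il6ra (adjusted p = 0.0882) lost the call. Il6ra passed without control replicate 1, at -0.29, and Gadd45g passed at -0.71.

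Igf1, Sod2, Bcar3, Smurf2, Ifnar2 and Tnfrsf22 did not pass the paper's thresholds at their brightest probe set and did at another, by 0.36, 0.39, 0.44, 0.46, -0.59 and -0.45, so they count among the DEGs here. With probe sets averaged, Bcar3 and Smurf2 passed, at 0.30 and 0.30, while Fbxo32 (-0.197), Tgfbr1 (-0.241), Acvr1 (0.23), Litaf (-0.244) and Creb1 (-0.048, adjusted p = 0.0676), which pass at their brightest probe set, did not. At their brightest probe set, the other measured genes of Fig. 3 passed in the direction that the paper shows, read by eye where its text gives none. Among them were Fbxo32 (-0.35), Cat (0.30), Tgfbr1 (-0.34), Ccl5 (-1.09) and Hbegf (1.66).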

Other observations

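Of 48 subunits of oxidative phosphorylation, 29 rose, or 30 when adjusted over the list alone, 2 fell and 17 did not pass the test (camera, adjusted p = 5.13e-06, and adjusted p = 0.0715 with an estimated correlation). Past 1.2-fold, 5 rose and none fell. The list's median was 0.094, under the median of 0.17 by which the hybridization controls were higher. Cox7a1, a muscle subunit of cytochrome oxidase, rose by 0.39. Of 18 genes of the tricarboxylic acid cycle, 13 rose, 1 fell and 4 did not pass, also over the list alone (camera, adjusted p = 0.00121, and adjusted p = 0.0848 with an estimated correlation), with Idh2 higher by 0.35 and Ogdh lower by -0.35. Of these, 2 rose and 1 fell past 1.2-fold, and the median was 0.147, also under 0.17. Of 17 genes of glycolysis and glycogen, 9 rose, or 10 over the list alone, 1 fell and 7 did not pass (camera, adjusted p = 0.0024, and adjusted p = 0.122 with an estimated correlation), with Eno3, the muscle enolase, higher by 0.62 and Gys1, glycogen synthase, lower by -0.62. Past 1.2-fold, 6 of them rose and 1 fell, with a median of 0.128 for the list. Of 23 genes of fatty acid oxidation, 9 rose, 8 fell and 6 did not pass, also over the list alone (camera, adjusted p = 0.964), with Fabp3 at 0.61 and Angptl4 at -1.48. Of 11 adipocyte markers, 7 rose, 1 fell and 3 did not pass, also over the list alone (camera, adjusted p = 0.0136, and adjusted p = 0.124 with an estimated correlation), with Adipoq, adiponectin, at 0.64. Among these markers 3 rose and none fell past 1.2-fold, with a median of 0.104.

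Clock genes changed in both directions. Of 15 measured, 10 fell, 3 rose, or 4 over the list alone, and 2 did not pass (camera, adjusted p = 0.00683, and adjusted p = 0.279 with an estimated correlation), with Per1 at -0.91, Dbp at -0.72, Arntl at 0.69 and Clock at 0.44. Of 16 immediate early genes, 9 fell, 2 rose and 5 did not pass, also over the list alone (camera, adjusted p = 0.0279, and adjusted p = 0.304 with an estimated correlation), with Klf2 at -1.07, Egr1 at -0.43 and Ccn1 at 0.71.

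Of 35 cytosolic ribosomal proteins, 17 fell, none rose and 18 did not pass, also over the list alone (camera, adjusted p = 0.00263, and adjusted p = 0.0848 with an estimated correlation), none by more than 1.2-fold. Lists that camera did not call were heat shock and chaperones, with 5 of 13 higher, 5 lower and 3 that did not pass, also over the list alone (adjusted p = 0.589), where Hspb1 was at 0.87 and Hspa1b at -1.27, and the cell cycle, with 5 of 21 higher, or 4 over the list alone, 1 lower and 15 that did not pass (adjusted p = 0.291). Fibro-adipogenic progenitor markers had 4 of 14 higher, 4 lower and 6 that did not pass, also over the list alone (adjusted p = 0.844), with Mfap5 at 1.22. Schwann cell and myelin markers had 3 of 10 higher, 3 lower and 4 that did not pass, also over the list alone (adjusted p = 0.964), and red blood cell genes had 1 of 4 lower, or 2 over the list alone (adjusted p = 0.523).

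The paper measured Murf1 and Tgfb by qPCR and reports Tgfb lower in the MA group on day 14. On the arrays Trim63, the gene of MuRF1, had a log2 difference of -0.23 on day 14 (adjusted p = 4.59e-05) and Tgfb1 one of 0.07 (adjusted p = 0.311). The arrays thus did not show a fall of Tgfb1. The signals of Gapdh at the 3' end minus the 5' end were -0.093 ± 0.014 in the MA group and -0.024 ± 0.017 in the control group, and those of Actb 0.857 ± 0.019 and 0.934 ± 0.012 (SD, n = 3 each; two-sided exact permutation test, p = 0.1 for each).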
